A study of Mus musculus with 6 samples. Its data were reported in "Post-transcriptional gene silencing mediated by microRNAs is controlled by nucleoplasmic Sfpq" (2017).

How the data were processed

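RNA was taken from P19 cells, 3 control samples and 3 samples with SFPQ knocked down, and sequenced as paired ends from a strand-specific library. GEO's labels gave the groups and the replicate numbers 1 to 3. The submitters' processing notes name cutadapt, Bowtie2, STAR and the genome build mm10, with no versions, and the study's methods name SpliceTrap, a program that estimates exon inclusion from RNA-seq reads, for the comparison of splicing. The authors deposited positions and event types, one list for each replicate number, as chromosome, start, end and a code (CA, cassette exon; AA, alternative acceptor; AD, alternative donor; IR, intron retention). The threshold for listing an event is not given in the sources used here. Each deposited list is already the outcome of a comparison, and no error is given for a listed event. Wrong calls therefore cannot be told from right ones, and the lists take the place of replicates. Whether the numbered samples came from separate cultures is not stated, so agreement between lists may be technical. How control and knockdown samples were matched within a list is not stated beyond the list's number. Depth is unknown, because the lists hold no read counts, and intervals given here cover the counting of events only.

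The lists held 275, 269 and 262 lines. Repeated lines (5, 4 and 5) were counted once, and 1 cassette event of list 2 was left out because its start could not be read. Starts were counted from 0 in the lists, because 433 of 439 distinct cassette events matched an annotated exon when 1 was added to the start and 0 did with the start as given. Positions are given counted from 1. Each event was assigned to the GENCODE M21 gene (GRCm38, the assembly of mm10) whose exon or intron edges it matched best, with protein-coding genes preferred, and 622 of 643 events (96.7%) matched exactly. For 5 events more than 1 protein-coding gene matched equally well, and the longer named gene was taken. Exon numbers refer to the transcript with most exons that holds the exon, protein-coding ones first. The 2 events outside multi-exon protein-coding genes were left out of the tests on genes, positions and frame. They were kept where the frame of cassette exons in more than 1 list was compared with that in 1 list.

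Shares have 95% Wilson intervals. The type make-up of the lists was compared by permuting list labels (100000 permutations). Events were called shared when chromosome, start, end and type were identical, and shared events and genes were tested with one-sided Fisher's exact tests against 370000 annotated exons and 20684 multi-exon protein-coding genes. Positions were compared with 10000 draws of a random exon (intron for IR) of the same gene, with features taken from protein-coding transcripts. Lengths divisible by 3 were tested with two-sided Fisher's exact tests against the other fully coding internal exons of the same genes. Gene length was tested with 100000 resamples of the median log10 length, plain and within deciles of exon number. The 12 gene groups were tested with one-sided Fisher's exact tests, or exact stratified hypergeometric tests for matched backgrounds. The groups were the 12 let-7a targets with canonical sites that the study names as directly dependent on Sfpq (not its full set), let-7a targets that do not, paraspeckle, microRNA pathway, SR proteins and core spliceosome, hnRNPs and other splicing regulators, pluripotency, neural differentiation, other lineages, cytoskeleton and junctions, chromatin and transcription regulators, and DNA repair. The let-7a groups were named by the study from other experiments. The p-values for shared events, shared genes, positions and gene groups were adjusted by Benjamini-Hochberg within each family, and the others were not adjusted. An annotated cassette exon was an internal exon of one transcript inside an intron of another of the same gene (26850 exons). Genes were matched on the number of such exons in 11 classes, the highest with no upper limit. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

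The genes named were fixed by a rule: every gene with the same event in all 3 lists, then genes with the same event in exactly 2 lists by decreasing event length to a total of 30, up to 10 genes with 3 or more distinct events, every member of a gene group with an event, and Sfpq. The rule gave 79 genes, and others are said to have been chosen after their values were seen. The tests were checked on simulated gene sets drawn from the same 20684 genes. Unrelated sets passed at p under 0.05 in 3% of 200 runs for gene groups, tested within deciles of exon number, and 4% for overlaps. They passed in 8% of 50 runs each for gene length and type make-up. A 6-fold preference planted in a group of 60 genes was found in 95.5% of 200 runs, also within deciles of exon number. The plain group test was not run on these unrelated and planted sets. Groups and events that both favoured genes with many exons passed in 21% of runs with the plain test and in 3.5% with the background matched on exon number. Alternatives covered the rule for shared events, the size of the pool or background, cassette exons alone, the coordinate base, the transcripts and the part of an event that defines a position, matched backgrounds, and leaving out each list in turn. Gene expression and polyadenylation site use were not analysed here, and a few genes that the rule names are not reported here.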

Results

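P19 cells are a mouse embryonal carcinoma line that behaves like stem cells and can be turned into neuron-like cells. RNA was sequenced from 3 control samples and 3 samples in which SFPQ had been knocked down with small interfering RNA. Sfpq is a nuclear RNA-binding protein of the paraspeckle, first known as a splicing factor. The splicing events that differed between knockdown and control were deposited as 3 lists, numbered by replicate and called list 1, list 2 and list 3 here. Which control samples stood behind each list is not stated beyond that number. An event was a cassette exon (an exon that is included or skipped whole), an alternative acceptor site, an alternative donor site or a retained intron. After removal of repeated lines, list 1 held 270 events in 256 genes, list 2 held 264 events in 255 genes and list 3 held 257 events in 241 genes, or 643 distinct events in 581 genes. The lists give the position and the type of each event. They carry no read count, inclusion level or direction, so the sequencing depth behind an event is unknown and no event can be described as more included or more skipped after the knockdown. Sfpq itself had 0 listed events, and its knockdown cannot be checked from event positions.

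The first comparison asked which kinds of splicing event were listed, and whether the replicates gave the same kinds. Cassette exons were the main type in each list. They made up 71.5% of list 1 (193 events, 95% Wilson interval 65.8% to 76.5%), 67.4% of list 2 (178 events, 61.6% to 72.8%) and 67.3% of list 3 (173 events, 61.4% to 72.8%). Their median length over all lists was 81 nt, and they ranged from 6 nt, in the filament-family gene Iffo1, to 3448 nt, in Setbp1, a gene for a SET-binding nuclear protein. Alternative acceptor sites (97 distinct events) had a median length of 10 nt and alternative donor sites (93 distinct events) of 24 nt. Retained introns were few, with 14 distinct events, 3 of them in more than 1 list (Espn, Hopx and Morc4; Espn, Hopx and Iffo1 were chosen after their values were seen). The make-up by type did not differ detectably between the lists (two-sided permutation test of the chi-square statistic with 100000 permutations, p = 0.909). That test treats events as independent, although some of them stood in several lists.

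**Figure D1:**
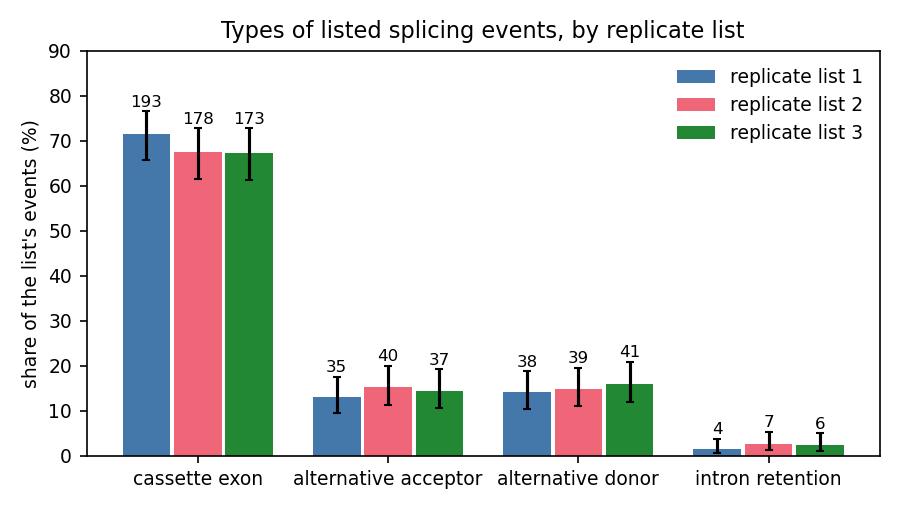
Share of each replicate list's events (vertical axis, %) that were of each event type (horizontal axis), with 95% Wilson intervals as error bars and the number of events above each bar. Cassette exons made up 67.3% to 71.5% of the 3 lists, and retained introns had 4 to 7 events per list.

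The second comparison asked which events recurred from replicate to replicate. The same event was listed in all 3 replicates in 21 genes, for 22 events: 16 cassette exons, 5 alternative donor sites and 1 alternative acceptor site. Among them were short coding exons of Daam1, Mark2 and Vti1a. In the authors' deposited table, Daam1, a formin that nucleates actin filaments, had a cassette exon of 27 nt on chromosome 12 from 71958747 to 71958773 (mm10, plus strand, exon 16 of 26, coding), with the reference sequence GAGTTCTTTGTGAACAACTCCAAGCAG. In the authors' deposited table, Mark2, a kinase of microtubule-associated proteins, had one of 27 nt on chromosome 19 from 7279986 to 7280012 (minus strand, exon 17 of 19, coding), with the sequence AAATCTGTCTTTCAGGTTTGCCAGAAG. Vti1a, a SNARE of the Golgi and endosomes, had one of 21 nt on chromosome 19 from 55387189 to 55387209 in the authors' deposited table (plus strand, exon 5 of 9, coding), with the sequence TTGATAAAATTACGTGAAGAG. Other coding cassette exons in all 3 lists lay in Rufy3 (54 nt), Elmo2 (36 nt), 6430548M08Rik (30 nt), Fgfr1op (60 nt), Rbm41 (72 nt), Kctd3 (46 nt) and Tmem11 (288 nt). Scarb1, the receptor for high-density lipoprotein, had its 129-nt exon 12 in all 3 lists, the exon whose skipping separates its known receptor isoforms. Cassette exons of Tmbim6 (215 nt) and N4bp2 (89 nt) lay in the 5′UTR. The imprinted gene Zdbf2 had a pair of overlapping exons of 136 nt and 103 nt in all 3 lists. The remaining shared events were alternative sites of Tank, Large2, Rfxank, Fcho1, Smarca1 and Prps2, and a 41-nt exon of the ribosomal protein gene Rpl17, which is uncertain because Rpl17 has near-identical processed copies.

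Most events were not shared. Of the 643 distinct events, 517 (80.4%) stood in 1 list, 104 in exactly 2 lists and 22 in all 3. Lists 1 and 2 shared 57 events (21.6% of the smaller list), lists 1 and 3 shared 57 (22.2%) and lists 2 and 3 shared 56 (21.8%). Against a pool of 370000 annotated exons of multi-exon protein-coding genes, 0.193, 0.188 and 0.183 shared events would arise by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.4e-123, 5.02e-124 and 2.01e-122). The pool from which the authors' program could choose is not known, and unrelated lists of these sizes would overlap as much if they were drawn from only 1251, 1217 and 1212 events. No list of control against control was analysed here, so the overlap cannot be set against that of samples with no knockdown, and part of it may come from shared controls if the lists had any. The longest events shared by exactly 2 lists were a 3448-nt exon of Setbp1 (lists 1 and 2), a 301-nt retained intron of Morc4 (lists 1 and 2), a 204-nt exon of Zfp934 (lists 1 and 3), a 200-nt exon of H13, a 200-nt donor shift of Tex264 and a 197-nt exon of Gorasp2. Mff, a receptor for mitochondrial fission, had a 159-nt coding exon in lists 1 and 3.

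**Figure D2:**
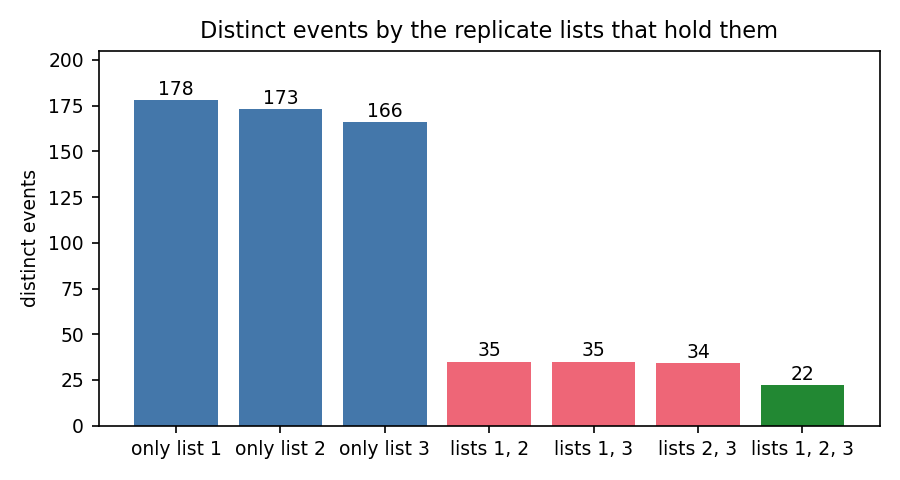
Number of distinct events (vertical axis) by the combination of replicate lists that held them (horizontal axis), with an event counted once. The bars for 1 list hold 178, 173 and 166 events, those for exactly 2 lists 35, 35 and 34, and the bar for all 3 lists 22.

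The third comparison counted genes instead of events, since replicates can hit a gene at different exons. Cadps, which primes secretory vesicles, had 4 distinct cassette exons over the lists. Madd, an exchange factor for Rab3, Camk2b, a calcium and calmodulin-dependent kinase, Abi2, a part of the WAVE complex, Atg7 of autophagy, Nfu1 of iron-sulfur cluster assembly and the receptor gene Gpr19 had 3 distinct events each, which in Nfu1 included a donor shift and in Gpr19 an acceptor shift. Of these 7 genes, Cadps (69 nt, lists 2 and 3) and Madd (9 nt and 60 nt, lists 1 and 3) had the same exon in more than 1 list. Not all distinct events were separate exons. The Abi2 events of 183 nt and 84 nt in list 1 share an end, and the Nfu1 donor shift borders the 121-nt exon of the same list. The kinesin gene Kif21a stood in all 3 lists through different exons, one of 39 nt in lists 2 and 3 and another of 39 nt in list 1. In total 579 multi-exon protein-coding genes had an event, 26 of them in all 3 lists and 119 in exactly 2. Lists 1 and 2 shared 71 genes, of which 15 shared no identical event, lists 1 and 3 shared 64 (10 without an identical event) and lists 2 and 3 shared 62 (7 without one). Against 20684 genes these numbers were 22.6, 21.5 and 21.04 times those of chance (one-sided Fisher's exact test, adjusted p = 6.82e-77, 8.01e-68 and 4.37e-65). Most of the shared genes (56, 54 and 55) held an identical event, so these ratios largely repeat the overlap of events. The background was not matched on exon number. The background counts genes whether or not P19 cells transcribe them, which raises these ratios, and with a background of 10342 genes they were 11.3, 10.8 and 10.5.

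The study used the RNA-seq to ask whether the knockdown alters splicing in 3′UTRs where Sfpq helps microRNAs bind, so the next comparison located the events within the mRNA. The group used here holds the named let-7a targets with canonical sites whose binding Sfpq promotes directly, and the other targets in the study were not analysed. None of its 12 genes (among them the RNA-binding protein genes Lin28a and Igf2bp1, the receptor gene Notch2 and the microtubule gene Map1b) had a listed event of any type, where 0.336 would be expected by chance. The 95% Wilson interval of 0 of 12 reaches 24.2%, and a group of this size cannot show a lower rate than in other genes. Neither did Atf6b or Dusp1, let-7a targets that do not depend on Sfpq. Of the 641 events in multi-exon protein-coding genes, 40 (6.24%, 4.62% to 8.39%) touched a 3′UTR, and 36 of those also touched coding sequence in some transcript. Those of Mark2, Scarb1 and Smarca1 stood in all 3 lists. The other 4, which lay in a 3′UTR alone, were a 27-nt exon of Myef2, a 3-nt acceptor shift of Nfkb2, a 54-nt acceptor shift of Tomm6 and a 76-nt retained intron of Yipf2, each in 1 list (named after their values were seen). Coding sequence was touched by 67.2% of events (63.5% to 70.8%), a 5′UTR by 25.3% (22.1% to 28.8%), and 12.01% (9.72% to 14.8%) lay outside the coding sequence and UTRs of the gene's protein-coding transcripts.

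When each event was replaced by a random exon of the same gene, or a random intron for a retained one, 15.3% of the draws touched a 3′UTR, which was more than the listed 6.24% (two-sided permutation test with 10000 draws, p = 0.0002, the smallest these draws can give; adjusted p = 0.000267). Random exons include last exons, which hold most 3′UTR sequence and cannot be cassette exons. Against random internal exons, a comparison added after seeing the data, the direction was the opposite, with 2.74% of the draws in a 3′UTR (permutation p = 0.0002). The 5′UTR share of all types together did not differ from random exons (27.8%, permutation p = 0.127) and was above that of random internal exons (17.2%, permutation p = 0.0002). The types went opposite ways, but the draws do not allow for where each type can lie. A transcript's first exon can hold a donor shift but neither a cassette exon nor an acceptor shift, and random exons include first exons. No preference of a type for the 5′UTR can therefore be read from these draws. Against random exons the 5′UTR share was lower for cassette exons (22.7% against 27.3%, permutation test, adjusted p = 0.015) and acceptors (18.6% against 29.2%, adjusted p = 0.011). It was higher for donors (41.9% against 30.1%, permutation test, adjusted p = 0.0118) and the 14 retained introns (42.9% against 18.7% of random introns, adjusted p = 0.0488). When a feature had to cover at least 50% of an event, the 5′UTR share was 23.9%, above the 19.8% of random exons (permutation p = 0.0054, adjusted p = 0.0108). The coding share was below both, at 80.1% of random exons and 87.3% of random internal exons (permutation p = 0.0002 for each), but with that 50% rule it was 62.6%, against 59.1% of random exons, and did not pass (permutation p = 0.0642). The 12.01% outside coding sequence and UTRs was above the 5.23% of random exons and the 5.11% of random internal exons (permutation p = 0.0002 for each), and with the 50% rule it was 12.5% against 12.2% and no longer differed (permutation p = 0.825). For these shares retained introns went the other way from the other types. More of them than of random introns touched coding sequence, and fewer lay outside coding sequence and UTRs (permutation test, adjusted p = 0.0176 and 0.0008). An intron touches coding sequence or a UTR only where an exon of another transcript overlaps it. Random introns were not limited to such introns, so the comparisons of retained introns cannot separate a preference from the definition of the type. Cassette exons in the 5′UTR included exon 2 of Dnmt3b, a DNA methyltransferase of pluripotent cells (115 nt, list 2), exon 2 of the formin gene Diaph1 (103 nt, list 2) and exon 2 of the spliceosome gene Luc7l2 (84 nt, lists 1 and 2).

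**Figure D3:**
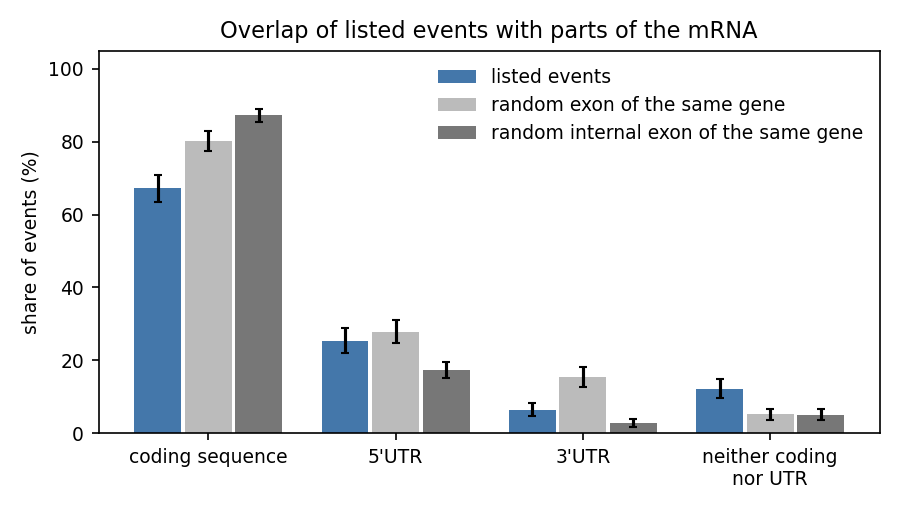
Share of events (vertical axis, %) that overlapped each part of the mRNA (horizontal axis). Bars show the 641 listed events with 95% Wilson intervals, and the mean and central 95% range of 10000 draws of random exons and of random internal exons of the same genes; the 3′UTR share of listed events, 6.24%, lies between the 2 kinds of draw, 15.3% and 2.74%.

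Another comparison asked whether listed cassette exons keep the reading frame. Exons of a length divisible by 3 included those of Daam1, Mark2, Vti1a, Rufy3, Scarb1 and Elmo2 above, and those of Kctd3, Tmbim6 and Rpl17 did not have such a length. Over all lists, 268 of 437 cassette exons (61.3%, 56.7% to 65.8%) had a length divisible by 3, against 2436 of 5730 other internal coding exons of the same genes (42.5%; odds ratio 2.14, two-sided Fisher's exact test, p = 3.63e-14). Each list showed it, with 65.3% in list 1 (p = 1.45e-08), 60.5% in list 2 (p = 3.19e-07) and 58.7% in list 3 (p = 1.38e-05, each by Fisher's exact test). The listed exons include UTR exons, which have no frame to keep, while the compared exons are all coding. Among the 277 fully coding listed exons the share was 78.0%, against 43.6% of the other internal coding exons (odds ratio 4.59, Fisher's exact test, p = 8.81e-30).

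**Figure D4:**
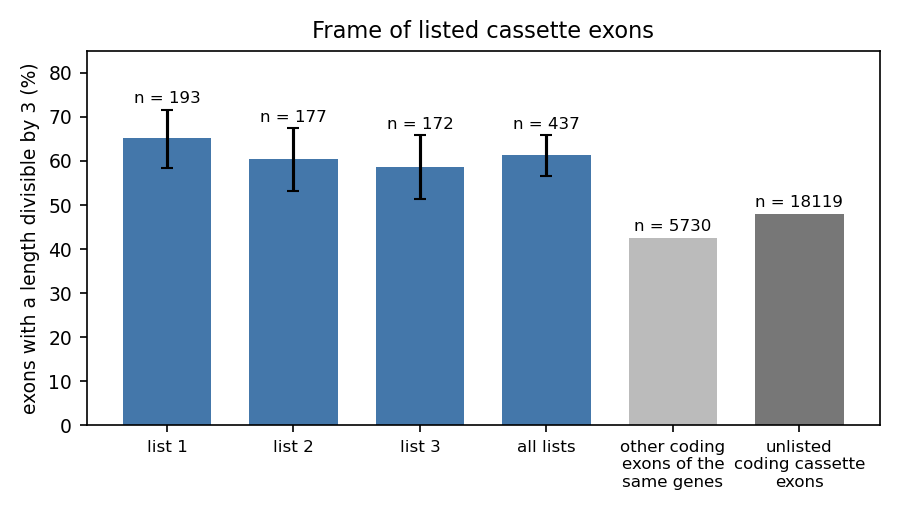
Share of exons with a length divisible by 3 (vertical axis, %) among listed cassette exons of each list and of all lists, with 95% Wilson intervals, beside other internal coding exons of the same genes and annotated coding cassette exons that were not listed. The listed shares run from 58.7% to 65.3%, above 42.5% and 48.0% in the compared exons.

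Genes with events were long and had many exons. The 579 genes had a median of 14 exons, against 7 in the other genes. For exon number the permutation test compared means, not medians (100000 resamples, p = 1e-05, the smallest they can give). The median length of the 579 genes was 42.1 kb, against 18.95 kb for the other genes. That was 2.17 times the median of random genes (two-sided permutation test of the median, p = 2e-05, the smallest these resamples can give). Within deciles of exon number the difference was smaller, at 1.19 times the 35.4 kb of random genes with as many exons (permutation p = 0.0023). It no longer passed without list 1, at 1.13 times (permutation p = 0.0682). By list it was 1.38 times in list 1 (permutation p = 0.0002), 1.23 times in list 2 (permutation p = 0.0154) and 1.11 times in list 3 (permutation p = 0.221). Genes with a listed cassette exon, such as Cadps, Ank2 and Setbp1, had a median length of 51.8 kb.

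The last comparison took 12 groups of genes that were fixed before the data were examined. Genes of the cytoskeleton and cell junctions stood out, with 18 of 58 members listed (31.0%, 20.6% to 43.8%), 11.1 times the 1.62 expected by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over the groups, p = 1.64e-13). They were Add1, Ank2, Ank3, Arhgef11, Arhgef12, Camsap1, Clasp1, Clasp2, Diaph1, Epb41l1, Epb41l3, Kif1a, Kif1b, Kif21a, Mark2, Myo6, Myo9b and Scrib, which cover microtubule motors and plus-end proteins, membrane skeleton proteins, myosins and exchange factors for small GTPases. List 1 held 9 of them, list 2 held 10 and list 3 held 6. Add1, Clasp2, Kif21a, Mark2 and Myo9b were in more than 1 list, Clasp2 and Myo9b through different events only. Against genes with as many exons the ratio was 5.04 (exact stratified test, adjusted p = 4.78e-08), and against genes with as many annotated cassette exons, a background added after seeing the data, it was 3.71 (adjusted p = 3.29e-06).

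Of the chromatin and transcription regulators, 9 of 72 were listed (Ehmt1, Jarid2, Mef2d and Smarcc2 among them), 4.47 times the chance number (Fisher's exact test, adjusted p = 0.00105). Only the 46-nt donor shift in the 5′UTR of Jarid2, a partner of the Polycomb complex, was in more than 1 list (2 and 3). The call ended against genes with as many exons (2.14 times, exact stratified test, adjusted p = 0.0927), against genes with as many annotated cassette exons (1.996 times, adjusted p = 0.129), among genes in more than 1 list (1 member, adjusted p = 0.796) and without list 3 (3.27 times, adjusted p = 0.0737). Of the neural differentiation genes, 4 of 23 were listed, 6.21 times the chance number (Fisher's exact test, adjusted p = 0.0141), each in a single list: a 63-nt 5′UTR exon of Map2, the 93-nt exon 10 of Mapt, which adds a microtubule-binding repeat to tau, a 3-nt acceptor shift of the adhesion gene Ncam1 and a 30-nt exon of Nrcam. That call ended in Fisher's exact test without list 1 (2 members, adjusted p = 0.248), without list 3 (3 members, adjusted p = 0.0736), among genes in more than 1 list (0 members, adjusted p = 1) and against genes with as many annotated cassette exons (exact stratified test, adjusted p = 0.0595). It passed against genes with as many exons (5.87 times, exact stratified test, adjusted p = 0.023) and without list 2 (3 members, Fisher's exact test, adjusted p = 0.047).

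The groups nearest to the known work of Sfpq did not pass the test. Chance gave 0.336 paraspeckle, 0.84 microRNA pathway, 1.46 SR and spliceosome and 1.26 hnRNP-group genes. The listed numbers were 2.98, 2.38, 2.75 and 2.38 times these. Against genes with as many annotated cassette exons the ratios were 1.22, 1.82, 1.37 and 1.10. With so few members expected, the tests cannot exclude an excess of this size. Of 12 protein-coding paraspeckle genes 1 was listed (Fisher's exact test, adjusted p = 0.495). Of 30 microRNA pathway genes 2 were listed (Fisher's exact test, adjusted p = 0.409), namely Tnrc6a, the partner of Argonaute proteins, with a 33-nt exon in list 1, and Cnot4 with a 213-nt exon in list 1 and a 9-nt donor shift in list 3. SR proteins and the core spliceosome had 4 of 52 (Luc7l2 and Rbm39 among them; Fisher's exact test, adjusted p = 0.172), and hnRNPs and other splicing regulators had 3 of 45 (Celf2, Pcbp2 and Ptbp3; adjusted p = 0.315). Pluripotency genes had 1 of 27, Dnmt3b (Fisher's exact test, adjusted p = 0.803), DNA repair genes 1 of 60, Rad51c (adjusted p = 1), and markers of other lineages 0 of 22 (adjusted p = 1).

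**Figure D5:**
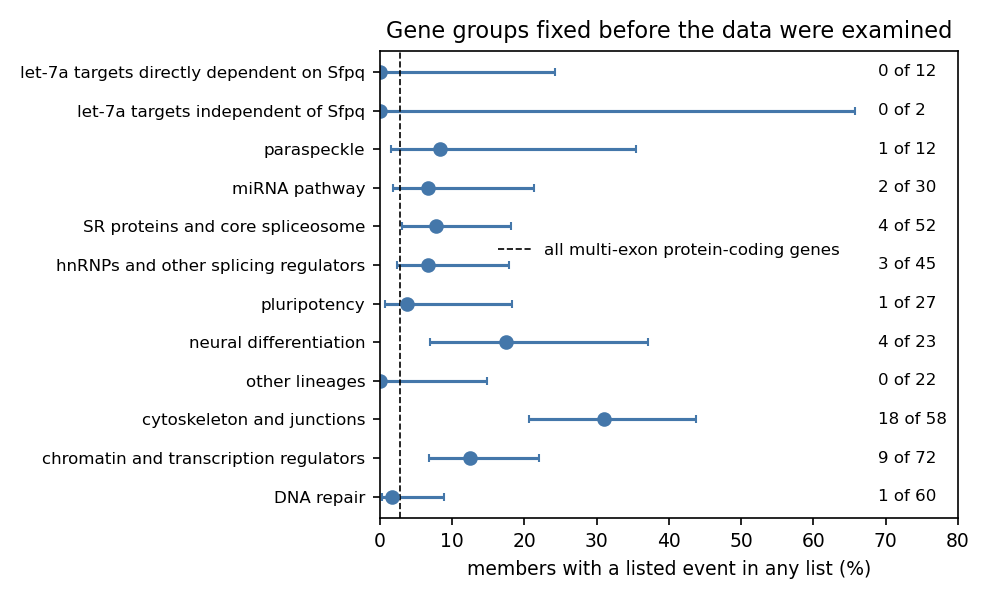
Share of each group's genes with an event in any list (horizontal axis, %), with 95% Wilson intervals and the counts at the right; the dashed line marks all 20684 multi-exon protein-coding genes, 2.80% of which had an event. The cytoskeleton and junction group has the highest share, 18 of 58, and the 12 let-7a targets that depend on Sfpq and have canonical sites, a part of all such targets, have 0.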

Values the study reported

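The study reported about 30,000 Sfpq peaks in P19 cells, most of them in introns and 3′UTRs. It searched for Sfpq motifs of 4 to 6 nt in these peaks and reported a core of UGU. It placed Sfpq peaks within 500 nt of the Ago2 sites that it called directly dependent on Sfpq. From the RNA-seq described here it reported no role of Sfpq in the splicing or polyadenylation of the 3′UTRs where it promotes microRNA targeting.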

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

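No paired analysis was possible because each deposited list is already the outcome of a comparison and carries no value per sample that could be fitted with the replicate number. Of the values recomputed under alternatives, 124 kept their direction and side of the threshold or, for counts, stayed within 1.5 times, 9 no longer passed, 9 moved by more than 1.5 times and 9 changed direction. The 643 distinct events were 806 with every line counted and 465 to 477 with 1 list left out. The share of cassette exons stayed between 66.7% and 69.4%, and the excess of shared events and genes passed its test with each pool and background tried. Leaving out a list leaves a single pair, so by construction the events in more than 1 list fell from 126 to 56 to 57, and the genes from 145 to 62 to 71. Against random internal exons, chosen after seeing the data, the 3′UTR share of 6.24% and the 5′UTR share of 25.3% were above the draws and not below. When a feature had to cover at least 50% of an event, the coding share (62.6%, permutation p = 0.0642) and the 5′UTR share (23.9%, permutation p = 0.0054) were above the draws, and the share outside both (12.5%) no longer passed (permutation p = 0.825). With starts read as given, 17.2% of cassette exon lengths were divisible by 3 (odds ratio 0.280), because each exon is then 1 nt longer. The length ratio within deciles of exon number ranged from 1.13 to 1.28 with 1 list left out. The number of gene groups that passed, 3 of 12, was 1 among genes in more than 1 list and 2 against genes with as many exons. It was 1 against genes with as many annotated cassette exons (chosen after seeing the data) and 1 to 3 with 1 list left out. Neural differentiation genes had a ratio of 0 among genes in more than 1 list, where 0.161 members would be expected, and pluripotency genes, which had 1 member, a ratio of 0 there and of 0 to 1.77 with 1 list left out. The cytoskeleton group passed under each alternative run, with ratios from 3.71 to 13.0. Depth sets which events can be listed, and it is unknown here.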

Other observations

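The backgrounds of annotated cassette exons and the test of 3 draws from one pool were chosen after the results were seen. The counts of microexons, 3-nt shifts and frames had been seen before the comparisons of this section were chosen. The frame test of all listed cassette exons against other internal coding exons was planned.

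Very short exons were common among the listed events. Of 439 cassette exons, 58 were microexons of 6 to 27 nt, in 53 genes, and 57 of the 58 had a length divisible by 3. In total 17 of them recurred in more than 1 list. Microexons were 19.1% of the 89 cassette exons in more than 1 list and 11.7% of the 350 in 1 list. That difference did not pass (two-sided Fisher's exact test, p = 0.079). Beside those of Daam1, Mark2 and Vti1a, the recurring ones included a pair in Nrxn2, a presynaptic adhesion protein (24 nt in lists 2 and 3 and 27 nt in lists 1 and 3), a 24-nt exon of the microtubule guidance gene Nav1 (lists 2 and 3), a 21-nt exon of the exocyst gene Exoc1 (lists 1 and 2) and a 9-nt exon of Madd (lists 1 and 3). The tyrosine kinase gene Src had an 18-nt exon on chromosome 2 from 157458843 to 157458860 in lists 1 and 3 of the authors' deposited table, with the sequence GAGGAAGGTGGATGTCAG. That microexon is known for the neuronal form of the kinase. The genes outside the naming rule were chosen after their values were seen.

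Acceptor shifts of 3 nt were another frequent kind. They were 36 of the 97 alternative acceptors (37.1%, 28.2% to 47.0%), against 6 of the 93 alternative donors (6.45%, 2.99% to 13.4%). These shares were not compared with annotated alternative sites that were not listed, so they cannot be read as a trait of the lists. Acceptor shifts of 3 nt in Cpeb1, Ephb2, Mgrn1, Rbmx, Tank, Taz and Uqcc1 recurred in more than 1 list. Not all of them lay in coding sequence (Rbmx in the 5′UTR and Uqcc1 outside both coding sequence and UTRs). The genes outside the naming rule were again chosen after their values were seen.

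The hypothesis that the lists favour microexons was tested against annotated coding cassette exons that were not listed. Of 277 listed exons that were fully coding, 19.5% were of 27 nt or less, against 4.58% of 18119 unlisted ones (odds ratio 5.04, two-sided Fisher's exact test, p = 6.87e-19). The listed exons may be those that P19 cells splice both ways, with or without the knockdown, and the lists hold nothing that tests this.

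Cytoskeleton and junction genes had more listed events than other genes. The ratio stayed at 5.04 against genes of the same decile of exon number (exact stratified test, p = 3.99e-09). It stayed at 3.71 against genes of the same class of annotated cassette exon number (exact stratified test, p = 2.74e-07). Neither number, as matched, accounts for all of the excess, although both matches lowered the ratio from 11.1. The highest class of each match has no upper limit, so genes within it could still differ in these numbers. Expression of these genes in P19 cells stays open, and so does the make-up of the group, which holds many genes known for alternative exons. An effect of the knockdown on these genes may be part of it, as a hypothesis that the lists alone cannot test.

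Listed cassette exons more often had a length divisible by 3. That annotated cassette exons keep the frame in general does not account for it, since the share was 48.0% among unlisted coding cassette exons and 78.0% among listed coding ones (two-sided Fisher's exact test, p = 4.49e-24). The short length of listed exons does not either, since within bins of length the number was 1.43 times the expected 150.8 (exact stratified test, p = 3.79e-17). The unlisted exons were cassette exons by annotation alone, however often they are skipped. Of the 439 listed cassette events, 362 (82.5%) met that definition. It stays open whether exons that are spliced both ways in these cells keep the frame as often without the knockdown. No biological explanation was tested.

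More events stood in all 3 lists than the pairwise overlaps give. Draws with equal chances from one pool of 1227 events gave a mean of 12.1 events in all 3 lists, with a 95% range of 6 to 19, against the observed 22. Separate pools for each type gave a mean of 12.4 and the same range. A candidate explanation is that some events are listed more readily than others, through depth or through a stronger response, and the lists do not tell these apart.

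Other hypotheses were negative. Words of the Sfpq motifs were not more frequent in listed coding cassette exons, with 1.23 per 100 nt against 1.41 in unlisted ones (permutation test, p = 0.0267, in the direction of fewer words). Introns beside the exons were not searched. Cassette exons in more than 1 list did not have a length divisible by 3 more often, at 62.9% against 61.1% of those in 1 list (two-sided Fisher's exact test, p = 0.808). This comparison used all 439 cassette exons, with UTR exons among them, which have no frame to keep.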
